A study of Arabidopsis thaliana with 12 samples.

How the data were processed

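RNA was measured by sequencing in whole Arabidopsis thaliana seedlings of 2 genotypes, wild type (the Col-0 accession) and gp1-2, a line with a T-DNA insertion in the same background. Per the labels' protocols, seedlings grew at 22 °C under 16 h of light and 8 h of dark on Murashige and Skoog medium with 1% sucrose. They were moved to a divided plate at an age of 5 days, kept there for 2 days with or without the bacterium GB03, and harvested at 7 days. The divided plate leaves only the air shared between plants and bacteria, and the labels describe the treatment as exposure to microbial volatiles. Total RNA was extracted with Trizol, per the labels' protocols. The 4 groups hold 3 biological replicates each, and every one of the 12 libraries was mapped to its group by its title.

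The authors deposited 1 table of whole-number read counts per gene, with 33602 gene identifiers and 12 libraries. The labels and the file header state no aligner, counting program, genome build, annotation, library kit or strand setting. Counts of genes with near-identical copies, of overlapping genes and of antisense genes are therefore uncertain, because the handling of shared reads and of strand is not stated. No coordinates are given for the same reason. Symbols came from the RefSeq gene table of assembly TAIR10.1, which names 32835 of the 33602 identifiers and 20654 of the 20736 genes tested. Where a gene has no symbol there, its identifier is printed.

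From these counts, genes were kept by edgeR's filterByExpr (20736 genes), libraries were scaled by TMM, and differences were tested with edgeR's quasi-likelihood F test with one coefficient per group, fitted to all 12 libraries (edgeR 4.0.16, limma 3.58.1, R 4.3.3). P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of its F statistic. Normalised read counts (CPM) use the TMM-scaled library sizes and are given as mean ± SD with n = 3. The contrasts were the effect of volatiles in each genotype, the effect of genotype in each condition, their interaction (the effect of volatiles in gp1-2 minus that in wild type) and the average effect of volatiles over the genotypes. The size of the response in gp1-2 relative to wild type is the ratio of the median signed log2 fold changes over the genes called for the average effect, a choice that favours neither genotype.

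Total counts ran from 11158051 to 25214934 per library. A group with at most 3 counts in all of its libraries is treated as being at the floor, and a fold change against it is printed as a lower bound computed from 3 counts. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. The common biological coefficient of variation was 0.109.

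The genes named in the text were chosen by a rule set before the data were examined. For each of 5 contrasts these are the 3 largest rises and the 3 largest falls among called genes with a mean CPM of at least 5 and no overlap of the compared groups, the last condition not being applied to the interaction. Members of lists written from general knowledge before the data were examined are named too. These lists are the 7 stearoyl-ACP desaturase genes, salicylic acid defence, jasmonate response, iron deficiency, sulphate deficiency, photosynthesis, hypoxia, and morning and evening clock genes. The gene AAD6 is in both the desaturase and the hypoxia list. Of the lists, 6 were tested with camera at an inter-gene correlation of 0.01, with adjustment over 30 tests (6 lists in 5 contrasts); fry and camera with an estimated correlation were the alternatives. The clock lists served to check the time of harvest. A list of early stress-response genes was written after their values had been seen.

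The steps were tested on simulated counts of 20736 genes drawn from the real means and library sizes. Of 100 genes changed by volatiles in the simulated wild type, 94% were called, and 6% of the calls were false. Of 100 genes made to respond in simulated gp1-2 seedlings alone, 91% were called for the interaction, with 3.88% false calls. Among 100 random unchanged lists of 15 genes, 5 had a camera p under 0.05 for genotype without bacteria. The simulated genes were drawn independently of each other, so this does not test camera on lists of correlated genes. In the real data the estimated correlation reached 0.63, for the photosynthesis list and genotype with bacteria.

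No replicate pair within a group agreed within sampling noise: chi-square per degree of freedom over genes ran from 2.62 to 15.9, so all libraries were counted as separate replicates. Replicates 1 and 2 were the closest pair in every group, at 2.62 to 8.37, and pairs with replicate 3 were at 9.62 to 15.9. Replicate 3 thus stood apart in every group. The labels number the replicates 1 to 3 in every group. Whether the numbers pair the libraries was checked by the correlation of same-numbered libraries' deviations from their group means, across genes. For genotype without bacteria the 3 correlations were 0.22, 0.11 and 0.17, each over 0.1, so there the numbers met the rule for pairs. The values reported for this comparison still come from the fit without a block, which was set before the data were examined, and the fit with a replicate block is given as an alternative. In each of the other comparisons at least 1 correlation was under 0.05, and the numbers were not treated as pairs.

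The alternatives tried were 2 other normalizations, 2 other low-count filters, a replicate block, DESeq2 1.42.0, limma-voom, fits with only the groups compared, a minimum absolute log2 fold change of 1, and leaving out each library in turn. The lists were rerun under RLE normalization, the replicate block, fry, the estimated correlation and without each library. Thinning of the libraries to the lowest total and removal of smooth trends on GC content and gene length, without and with the replicate block, were added after the data had been seen. The trends were fitted by lowess with a span of 0.3.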

Results

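Transcript counts were obtained from whole 7-day seedlings of wild type and of the T-DNA line gp1-2, each grown for 2 days with or without volatiles of GB03, a plant-growth-promoting Bacillus strain. The series concerns a stearoyl-ACP desaturase, an enzyme that introduces the first double bond into plastid fatty acids, and its part in the interaction with beneficial rhizobacteria. Each of the 4 groups held 3 biological replicates. Total counts were 11158051 to 14999793 in untreated wild type, 15196962 to 15839067 in wild type with volatiles, 17908408 to 18725561 in untreated gp1-2 and 19583445 to 25214934 in gp1-2 with volatiles. All gp1-2 libraries were therefore deeper than all wild-type libraries. Depth and genotype cannot be separated by comparing libraries, and thinning was used instead. Correlations of log2 CPM across genes were 0.982 to 0.993 between libraries of a group and 0.875 to 0.973 between groups. Genes are not independent replicates in these values.

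The first principal component held 66.9% of the variance and separated the genotypes, and the second held 18.1% and separated the treatments. On the second, untreated replicate 3 lay at -26.1 in wild type and -24.7 in gp1-2, and the other untreated libraries at -41.6 to -39.6.

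**Figure D1:**
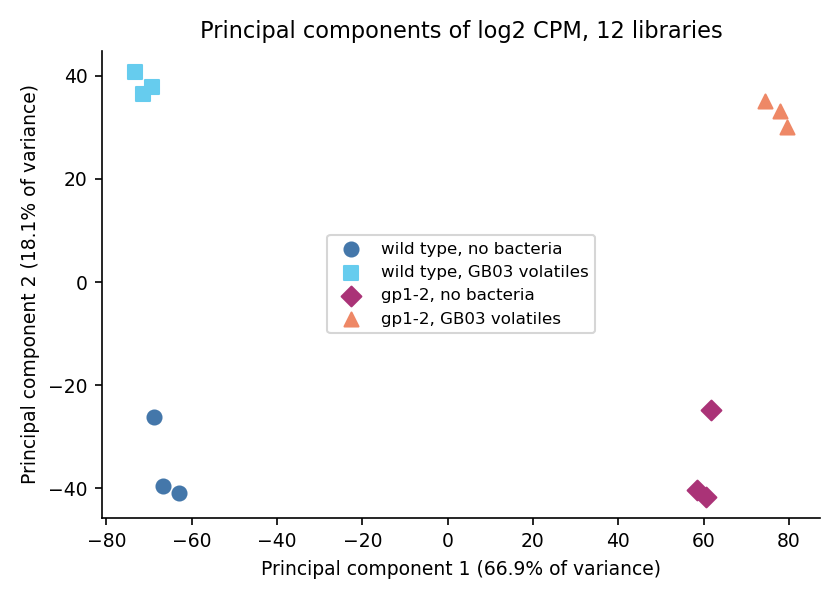
Principal components 1 and 2 of log2 CPM over 20736 genes, 1 point per library, with colour and shape giving the group. The 6 gp1-2 libraries lie at 58.4 to 79.6 on component 1 and the 6 wild-type libraries between -73.3 and -63.0.

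The transcripts of the desaturase family were examined first, because the labels name the insertion line and no locus. None of the 7 genes was lost in the libraries labelled gp1-2. FAB2 (AT2G43710, also SSI2) was at 122.5 ± 5.33 CPM in untreated wild type and 679 ± 82.8 CPM in untreated gp1-2 (SD, n = 3), a log2 fold change of 2.47 ± 0.11 (SE; edgeR adjusted p 1.0e-10). With volatiles it was at 175.9 ± 7.78 CPM in wild type and 643.9 ± 80.9 CPM in gp1-2, a log2 fold change of 1.87 ± 0.11 (edgeR adjusted p 1.6e-09). The label gp1-2 is thus neither borne out nor contradicted by the loss of a family transcript, and every direction given below for genotype refers to libraries labelled gp1-2. Gene-level counts do not show whether the transcripts are full length.

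AAD3 (AT5G16230) was at 6.66 ± 0.861 CPM in untreated wild type and 11.5 ± 1.15 CPM in untreated gp1-2, and the difference was called (log2 fold change 0.80 ± 0.13, edgeR adjusted p 0.00017). With volatiles AAD3 was at 6.28 ± 0.830 CPM in wild type and 22.5 ± 0.707 CPM in gp1-2 (1.84 ± 0.12, edgeR adjusted p 8.1e-09), and its rise with volatiles in gp1-2 was called (0.96 ± 0.11, edgeR adjusted p 1.6e-05). AAD6 (AT1G43800) rose with volatiles from 24.5 ± 7.79 to 63.3 ± 9.76 CPM in wild type and from 16.4 ± 4.47 to 59.9 ± 5.70 CPM in gp1-2 (log2 fold changes 1.38 ± 0.20 and 1.86 ± 0.21, edgeR adjusted p 0.00015 and 7.8e-06). Without bacteria AAD6 was lower in gp1-2 (-0.56 ± 0.21, edgeR adjusted p 0.0498), a call that was lost under limma-voom (-0.54). Its adjusted p ran from 0.0229 to 0.0652 over the 5 alternatives with 12 libraries run for single genes. The AAD6 call was also lost without untreated wild-type replicate 3 (-0.29) and without untreated gp1-2 replicate 1 (-0.58) or replicate 2 (-0.37). AAD1 (AT5G16240) fell by 0.47 in wild type and fell by 0.67 in gp1-2 on the log2 scale with volatiles. AAD1 was lower in gp1-2 with volatiles (-0.55 ± 0.13, edgeR adjusted p 0.0021), a call held in the 6 fits without 1 library. It was also lower in gp1-2 without bacteria (-0.35 ± 0.12, edgeR adjusted p 0.034), which was lost without untreated wild-type replicate 1 (-0.34) or 3 (-0.27) and without untreated gp1-2 replicate 1 (-0.35) or 3 (-0.31). AAD5 (AT3G02630) rose with volatiles in gp1-2 (0.29 ± 0.08, edgeR adjusted p 0.012), a call lost without untreated gp1-2 replicate 1 or 2 (0.28 and 0.27). In wild type its rise was not called (0.22, edgeR adjusted p 0.059), but it was called without untreated replicate 1 (0.27), with the replicate block (0.21), under upper-quartile normalization (0.26) and under limma-voom (0.22). AAD2 and AAD4 were at 1.05 to 2.63 CPM on average in each group with no called difference, except that AAD2 was called between the genotypes with volatiles when treated wild-type replicate 3 was left out (1.13).

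**Figure D2:**
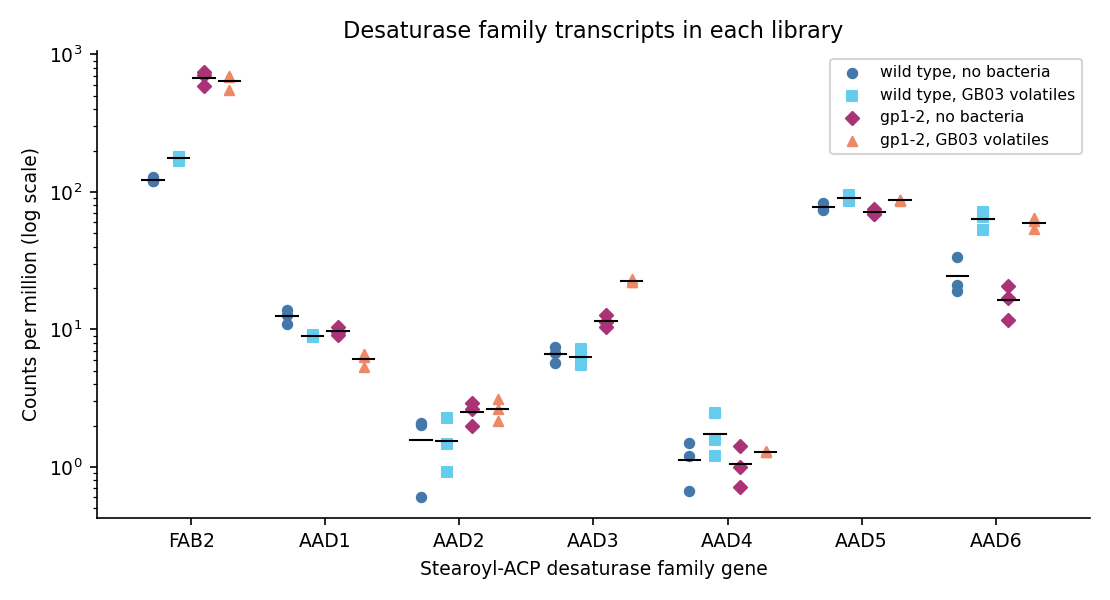
CPM of the 7 desaturase genes in each library on a log axis, with colour and shape giving the group and a black bar at the mean of 3 libraries. FAB2 lies at 119 to 181 CPM in the wild-type libraries and at 551 to 746 CPM in those labelled gp1-2.

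To ask how wild type responds to volatiles, treated and untreated wild-type seedlings were compared. Of 20736 genes tested, 6245 were called, 3063 higher and 3182 lower with volatiles. The alternative that moved this count most was a minimum absolute log2 fold change of 1, which left 1258 genes. The largest rises under the naming rule were those of AT3G28510, DIC3 (AT5G09470) and ATSDI1 (AT5G48850). AT3G28510 and DIC3 were at the floor in untreated wild type, so their rises are at least 9.22-fold and at least 23.3-fold. ATSDI1 went from 1.11 ± 0.565 to 45.1 ± 17.5 CPM (log2 fold change 5.41 ± 0.46, edgeR adjusted p 9.2e-07). The largest falls were those of ORA47 (AT1G74930), ERF2 (AT5G47220) and AT5G35777. AT5G35777 fell from 24.6 ± 3.31 to 0.967 ± 0.438 CPM (edgeR adjusted p 2.2e-08), and ERF2 from 40.3 ± 34.0 to 1.39 ± 0.528 CPM (edgeR adjusted p 3.7e-05). The log2 fold change of ERF2 was -4.88 and went to -3.94 without untreated wild-type replicate 1. ORA47 was at 9.85 ± 10.9 CPM in untreated wild type, an SD above its mean. Its log2 fold change of -5.35 ± 1.23 (edgeR adjusted p 0.0042) went to -3.92 without untreated wild-type replicate 1, and limma-voom did not call it. Its adjusted p ran from 5.5e-06 to 0.13 over the 5 alternatives with 12 libraries run for single genes.

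In gp1-2 seedlings, 6707 genes were called, 3050 higher and 3657 lower with volatiles. Upper-quartile normalization gave 3657 higher and 3117 lower in gp1-2, and 3474 higher and 2778 lower in wild type, so which direction holds more genes depends on the scaling. ATSDI1 and DIC3 were again the largest rises (log2 fold changes 5.03 ± 0.42 and 4.85 ± 0.33, edgeR adjusted p 6.3e-07 and 1.1e-07), followed by LSU3 (AT3G49570; 3.93 ± 0.20, edgeR adjusted p 9.5e-09). DIC3 was at 0.571 ± 0.606 CPM in untreated gp1-2, an SD above its mean, and its log2 fold change was 6.21 without untreated gp1-2 replicate 3. AT5G35777 (-4.96 ± 0.31, edgeR adjusted p 4.6e-08), FRO6 (AT5G49730; -4.14 ± 0.29, edgeR adjusted p 1.3e-07) and ORA47 (-3.76 ± 0.88, edgeR adjusted p 0.0042) fell most. ORA47 was at 12.4 ± 11.8 CPM in untreated gp1-2, and its log2 fold change went to -2.74 without untreated gp1-2 replicate 1. The ORA47 fall was not called by limma-voom, and its adjusted p ran from 0.00014 to 0.0897 over the same alternatives.

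The effects of volatiles in the genotypes were compared with each other, a comparison that shares no library. Across genes their log2 fold changes correlated at Pearson r 0.639 and Spearman rho 0.658. Both contrasts called 3939 genes, of which 3860 moved the same way and 79 opposite ways. Over the 9276 genes called for the average effect, the median response was 0.433 log2 units in wild type and 0.424 in gp1-2, a ratio of 0.980. Leaving out 1 library at a time gave ratios from 0.912 (without untreated wild-type replicate 3) to 1.099 (without untreated gp1-2 replicate 3). The ratio was 0.893 over the 4502 genes higher with volatiles and 1.07 over the 4774 lower ones, and 0.817 over lower genes with an average change of at least 1 on the log2 scale. The difference between the directions depended on the scaling: the ratios of higher and lower genes were 0.973 and 0.981 under RLE normalization, 0.929 and 1.07 under upper-quartile normalization, and 0.988 and 1.00 with GC and length trends removed. They were 1.04 and 1.18 without untreated gp1-2 replicate 3. A smaller overall response in gp1-2 was not detected.

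**Figure D3:**
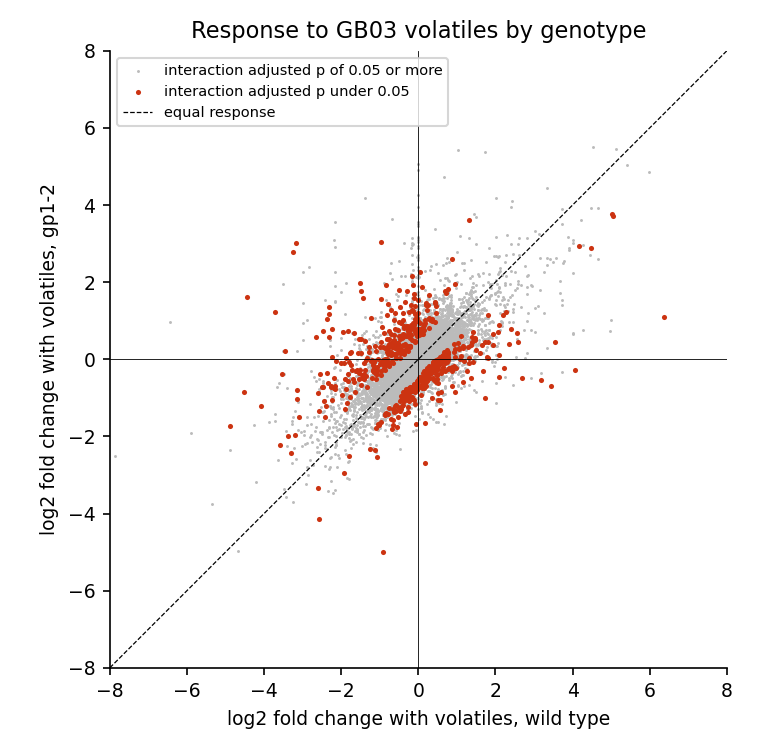
Log2 fold change with volatiles in wild type (x axis) and in gp1-2 (y axis), 1 point per gene, with the dashed line marking equal responses. Red points are the 580 genes called for the interaction and grey points are the other genes tested.

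The interaction tests directly whether a gene's response differed between genotypes. It called 580 genes, 306 with a higher and 274 with a lower value in gp1-2 (3141 genes had an unadjusted p under 0.05). The balance depended on the processing, with 352 higher and 221 lower under RLE normalization, 559 and 424 with GC and length trends removed, and 277 and 277 under limma-voom. Of the 580, 185 were called for volatiles in wild type alone, 167 in gp1-2 alone and 78 in both in opposite directions. The remaining genes moved the same way in both, 73 by more and 77 by less in gp1-2. The count depended on the processing: it was 1449 with a replicate block and GC and length trends removed, and 331 without untreated gp1-2 replicate 1.

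The genes with the largest positive interaction were JRG21 (AT3G55970), AT1G24147 and YLS9 (AT2G35980). YLS9 went from 1.76 ± 0.843 to 0.595 ± 0.433 CPM in wild type and from 34.6 ± 7.49 to 137 ± 23.2 CPM in gp1-2 (interaction 3.50 ± 0.56, edgeR adjusted p 0.0039). AT1G24147 fell from 5.70 ± 0.823 to 0.240 ± 0.0970 CPM in wild type and from 114 ± 9.19 to 63.4 ± 16.4 CPM in gp1-2 (3.67 ± 0.42, edgeR adjusted p 0.00037). JRG21 rose from 4.30 ± 2.06 to 34.8 ± 9.24 CPM in gp1-2 (interaction 6.16 ± 1.18, edgeR adjusted p 0.011). In wild type it was at 0.452 ± 0.172 and 0.0438 ± 0.0379 CPM, so the size of its interaction rests on a few counts. The largest negative interactions were those of AT3G28510, AT2G04050 and CNGC11 (AT2G46440). AT2G04050 rose from 1.14 ± 0.174 to 18.9 ± 2.90 CPM in wild type and stayed at 4.56 ± 0.658 and 3.80 ± 0.566 CPM in gp1-2 (-4.33 ± 0.27, edgeR adjusted p 1.8e-06). CNGC11 rose from 0.298 ± 0.0361 to 1.97 ± 0.446 CPM in wild type and went from 45.8 ± 9.45 to 32.7 ± 2.09 CPM in gp1-2 (-3.18 ± 0.42, edgeR adjusted p 0.00084). AT3G28510 was at the floor in untreated wild type and went from 74.8 ± 1.17 to 160 ± 11.8 CPM in gp1-2 (-5.28 ± 0.56, edgeR adjusted p 0.00024), so the fitted size depends on the prior count. AT2G04050 and CNGC11 have close paralogs, so reads shared with those copies make their values uncertain.

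Genotype was compared without bacteria to ask how gp1-2 differs at rest. It called 7723 genes, 4156 higher and 3567 lower in gp1-2, a share of 53.8% higher. With a minimum absolute log2 fold change of 1, 1506 were higher and 411 lower. Upper-quartile normalization changed this share to 41.7% (3406 higher and 4769 lower) and shifted the median of all genes to -0.11 without bacteria and -0.13 with volatiles. BGL2 (AT3G57260, also PR2), PCR1 (AT1G14880) and PNP-A (AT2G18660) were at the floor in untreated wild type and at least 1266-fold, 1319-fold and 543-fold higher in gp1-2, where they reached 363 ± 52.8, 378 ± 34.2 and 156 ± 10.5 CPM. AT2G30766 (IMA3) fell from 24.4 ± 6.83 to 0.763 ± 0.203 CPM (edgeR adjusted p 3.8e-10) and AT3G16670 from 104 ± 12.1 to 17.0 ± 2.44 CPM (edgeR adjusted p 1.6e-10). IRT1 (AT4G19690) was low in both groups, at 1.34 ± 0.0621 and 0.110 ± 0.111 CPM (edgeR adjusted p 0.0045).

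With volatiles, 9525 genes were called between the genotypes, 4688 higher and 4837 lower in gp1-2. Upper-quartile normalization gave 4064 higher and 6033 lower, and a minimum absolute log2 fold change of 1 left 1972 higher and 815 lower. The genotype contrasts without and with volatiles share no library, and their log2 fold changes correlated across genes at Pearson r 0.904 and Spearman rho 0.796. PR1 (AT2G14610) was at 0.569 ± 0.209 CPM in wild type and 3365 ± 314 CPM in gp1-2 (log2 fold change 12.51 ± 0.21, edgeR adjusted p 7.1e-15). AT1G33950 and PCR1 were at the floor in wild type and at least 194-fold and 2759-fold higher in gp1-2. The largest falls were those of IRT1 (-3.76 ± 0.38, edgeR adjusted p 7.6e-07), MIR167d (AT1G31173; -3.68 ± 0.27, edgeR adjusted p 2.0e-08) and AT3G19850 (-3.68 ± 0.17, edgeR adjusted p 6.8e-11).

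Of the 30 list tests, camera called 22 at an adjusted p under 0.05; 20 of these were also called by fry and 11 by camera with the estimated correlation. All 15 salicylic acid defence genes were higher in gp1-2 and called in both conditions, over all genes and adjusted over the list alone. Their median log2 fold change was 4.46 without bacteria and 5.34 with volatiles (camera adjusted p 7.1e-90 and 6.1e-78), and both calls held under fry and the estimated correlation. In wild type the same list was not called with volatiles (median -0.08, camera adjusted p 0.47), because its members went both ways. Of the 15 genes, 8 were called over all genes and 8 adjusted over the list alone, 5 of them lower and 3 higher. WRKY70 was lowest (log2 fold change -2.34). NIMIN1 and BGL2 (PR2), both called higher, were at the floor in untreated wild type, so their rises are at least 1.06-fold and at least 1.22-fold.

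The sulphate deficiency list rose with volatiles in wild type (median 2.30, camera adjusted p 1.1e-27) and in gp1-2 (1.85, camera adjusted p 1.2e-18). Of its 13 genes, 11 and 12 were called over all genes, and 11 and 12 adjusted over the list alone. SULTR2;1 was among these and was lower with volatiles in both genotypes (-0.35 in wild type and -0.30 in gp1-2). The hypoxia list rose as well, by medians of 1.55 and 1.65 (camera adjusted p 1.8e-22 and 2.3e-18). Of its 11 genes, 10 were called in each genotype over all genes, and 11 and 10 adjusted over the list alone. These 4 calls held under fry and the estimated correlation.

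All 18 photosynthesis genes were lower in gp1-2 and called in both conditions, over all genes and adjusted over the list alone, with medians of -1.04 without bacteria and -1.69 with volatiles (camera adjusted p 1.2e-18 and 2.5e-26). With the estimated correlation the call held with volatiles (adjusted p 0.027) and was lost without bacteria (adjusted p 0.051). The iron deficiency list was lower in gp1-2, by medians of -1.30 and -2.04 (-1.22 without bacteria when genes at the floor are set to their bound). Of its 19 tested genes 13 and 15 were called, over all genes and adjusted over the list alone. Among these F6H1 went the other way and was higher in gp1-2 in both conditions (0.705 and 0.88). The calls of the iron list held under fry and not under the estimated correlation (adjusted p 0.072 and 0.17). The jasmonate response list was higher in gp1-2, by medians of 1.23 and 1.59, and these calls held under both alternatives. Of its 14 tested genes 11 and 13 were called, over all genes and adjusted over the list alone. AOS was among the 13 and was lower in gp1-2 with volatiles (-0.57).

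With volatiles, camera also called in gp1-2 the salicylic acid (median 0.14), jasmonate (0.60), iron (0.63, or 0.51 with bounds) and photosynthesis (-0.42) lists, and in wild type the photosynthesis list (0.04). Of these 5 calls, all held under fry and that of the salicylic acid list alone held under the estimated correlation. The iron median in gp1-2 was 0.26 without untreated gp1-2 replicate 3 and 0.39 without treated gp1-2 replicate 3. The photosynthesis call in wild type was lost without untreated replicate 1 (0.0208) or 2 (0.0061) and without treated replicate 3, where its median changed sign (-0.0256). In wild type the jasmonate list (0.05, or -0.18 with bounds) and the iron list (0.43) were not called with volatiles, but the iron list was called without treated replicate 2 (0.56). The sulphate list (0.28 and -0.13) and the hypoxia list (0.04 and -0.20) were not called between the genotypes. In fits without 1 library the sulphate medians ran from 0.14 to 0.51 without bacteria and from -0.23 to -0.08 with volatiles. The hypoxia median with volatiles ran from -0.24 to -0.11.

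**Figure D4:**
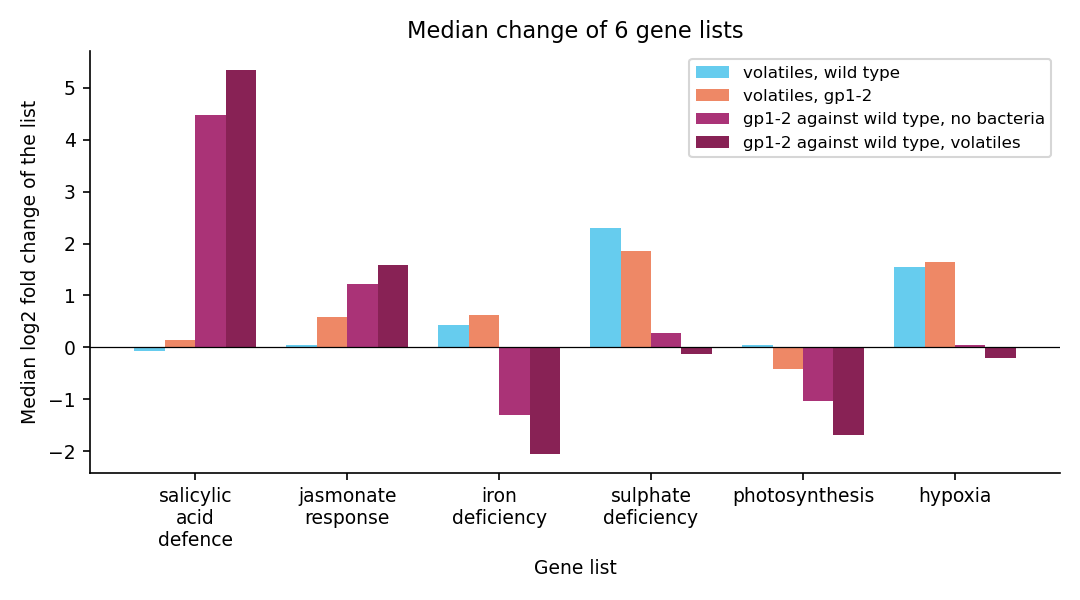
Median log2 fold change of 6 gene lists in 4 comparisons; bars start at 0 and the colours give the comparison. The salicylic acid defence list reaches 4.46 and 5.34 between the genotypes, and the sulphate list 2.30 and 1.85 with volatiles.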

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

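The tests of depth, composition trends and scaling on the photosynthesis list were chosen after the results had been seen. So were the test of cell share on the salicylic acid list and the tests of shared reads and of neighbours on FAB2. The other tests in this part were written down before their outcome was known. All results in this part came up because the effect of volatiles differed between the genotypes by an interaction test.

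The interaction called 580 genes. Thinning every library to the lowest total gave 526 genes, which argues against the deeper gp1-2 libraries as the whole cause. Removing GC and length trends gave 983 genes, a replicate block gave 1038, and 1.90% of the 580 genes had a group at or under 3 counts in all libraries, so none of these explains the count as a whole. Of 100 splits that permuted genotype within treatment, the real one included, 5 gave at least as many genes, a share that does not fall under 0.05. The 4 other splits exchanged 2 libraries of each genotype among the untreated seedlings and 0 among the treated ones, and gave 3268 to 4717 genes. Permuting genotype within treatment mixes genotypes that differ in 7723 genes without bacteria and 9525 with volatiles. By construction the genotype difference then enters the fitted interaction. That this explains the 3268 to 4717 genes is a reading made after the counts were seen. This reading was not tested, and the reverse splits do not show it. With 0 libraries exchanged among the untreated and 2 among the treated seedlings, 5, 0 and 0 genes were called. The splits represent no genotype effect at all, so the share of 5 in 100 cannot decide whether the count exceeds chance. Because the count moved from 331 (without untreated gp1-2 replicate 1) to 1449 (with the replicate block and GC and length trends removed), the number of genes with a different response remains open. Genotype stays among the explanations.

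Among single genes, the interaction was 6.16 for JRG21, 3.67 for AT1G24147, 3.50 for YLS9, -5.28 for AT3G28510, -4.33 for AT2G04050 and -3.18 for CNGC11. JRG21 lost its call without untreated wild-type replicate 1 (5.84). The other 5 kept theirs in each of the 12 fits that left out 1 library. JRG21 and AT3G28510 have a wild-type group at or near the floor, which leaves the size of their interaction uncertain. Shared reads with close paralogs were not tested for AT2G04050 and CNGC11. No separate explanation was tested for the single genes.

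The photosynthesis list had a median interaction of -0.52, with all 18 genes lower and 8 called over all genes, 15 adjusted over the list alone (camera adjusted p 3.0e-17). The median was -0.53 after thinning to the lowest total, -0.53 with GC and length trends removed, and -0.49 under the normalization that moved it most towards 0. The value with trends removed argues against composition trends as the whole cause. Thinning keeps each gene's expected share of the reads, and the lowest group mean in the list was 131.2 CPM. Thinning could therefore hardly move this median, and other differences that go with depth stay untested. The other normalizations test only scaling changes of their own small size. Under RLE the median interaction of all genes was 0.016, against -0.019 under TMM. Fry called the list interaction (adjusted p 0.0012) and camera with the estimated correlation did not (adjusted p 0.052), because the estimated correlation between the genes is 0.58. With volatiles the list fell in gp1-2 (median -0.42, with 2 of 18 genes higher) and not in wild type (median 0.04, with 11 of 18 genes higher). The members differed in the source of the interaction. CAB2 and CAB3 were called higher in gp1-2 too (0.57 and 0.28), by less than in wild type (1.01 and 0.95). LHCB6, LHCB2.2 and LHCB3 rose in wild type (0.46, 0.42 and 0.54) and did not change detectably in gp1-2. A lower response of these transcripts to volatiles in gp1-2 than in wild type may be biological, as a hypothesis found and tested on the same data. The 3 LHCB1 genes CAB1, CAB2 and CAB3 are near-identical, and their reads may be shared.

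The salicylic acid list had a median interaction of 0.28 (camera adjusted p 0.00037, called by fry and by the estimated correlation as well), with 9 of 15 members positive, and with 3 genes called over all genes and 7 adjusted over the list alone. NIMIN1 went the other way (-3.13, adjusted p over all genes 0.0624), with a fitted size that depends on the prior count. PR1, BGL2, PBS3, FMO1 and ALD1 were low in wild type as well, at group means of at most 0.896 CPM. The wild-type responses of these members rest on few counts. The median was 0.15 without untreated wild-type replicate 1 and 0.49 without treated wild-type replicate 2. The 3 called genes were lower with volatiles in wild type. The log2 fold changes of SARD1, WRKY70 and PR5 were -1.16, -2.34 and -0.71 there and -0.06, -0.62 and 1.28 in gp1-2, so SARD1 and WRKY70 differ mostly by their fall in wild type and PR5 mostly by its rise in gp1-2. Within gp1-2 its members moved apart with volatiles: 7 were called higher and 2 lower, WRKY70 (adjusted p 0.048) and NIMIN1 (adjusted p 0.0031). A larger share of cells in a defence state would raise all members that are high in gp1-2, and 2 of them were called lower. Why the members differ between the genotypes was not tested further.

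The jasmonate list had a median interaction of 0.64 (camera adjusted p 0.00037), the sulphate list -0.65 (0.0023) and the iron list 0.18 (0.030). Over all genes 4, 0 and 2 members were called for the interaction, and 8, 7 and 3 adjusted over the list alone. The 2 iron members called over all genes went opposite ways, FRO2 at -3.73 and IMA3 at 2.29. Of the 4 jasmonate members called over all genes, LOX2 was negative (-1.07) and the others were positive. The jasmonate median was 0.36 without untreated wild-type replicate 3. The iron median was 0.0711 without treated wild-type replicate 2, 0.39 without treated wild-type replicate 3 and 0.32 without untreated gp1-2 replicate 1. None of the 3 lists was called with the estimated correlation, and the sulphate and iron lists were not called by fry (adjusted p 0.11 and 0.21). RLE normalization and the replicate block changed none of these calls, and no other technical explanation was tested for these lists.

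In the desaturase family the interaction was -0.60 for FAB2 (adjusted p 0.048) and 1.04 for AAD3 (adjusted p 0.0062). The FAB2 interaction is fragile. Its adjusted p ran from 0.0200 to 0.0692 over the 5 alternatives with 12 libraries run for single genes, and the call was lost under RLE (-0.56) and upper-quartile normalization (-0.59). It was lost in 10 of the 12 fits without 1 library, with values from -0.69 (without untreated gp1-2 replicate 1, where it was called) to -0.50 (without treated gp1-2 replicate 3). The other fit that called it was that without untreated wild-type replicate 3. The AAD3 interaction was called in each of the 12 fits and under these 5 alternatives. FAB2 rose with volatiles in wild type by 0.52 and did not change detectably in gp1-2. Its higher level in libraries labelled gp1-2 is the larger effect. Over the same untreated libraries the summed CPM of the other 6 family genes changed by -2.06% of the FAB2 rise, which argues against reads moved from those genes. The nearest tested genes on either side, AT2G43700 and AT2G43720, changed by at most 0.38 log2 units, though at mean levels of at most 3.00 CPM, which argues against transcription spreading over neighbours. At least 96.4% of the log2 rise remained under either other normalization. The insertion itself, transcripts that are not full length and feedback on FAB2 stay open as untested.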

How the results depend on the processing

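The alternatives with GC and length trends removed and with thinned libraries were chosen after the data had been seen; the tests by other splits were chosen before their results were seen.

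The counts for volatiles in each genotype, for genotype in each condition and for the average effect stayed within 1.5 times their value under all alternatives run except a minimum absolute log2 fold change of 1, which asks for larger effects by construction. That minimum left 1258 genes for volatiles in wild type, 1228 for volatiles in gp1-2, 1917 for genotype without bacteria, 2787 for genotype with bacteria, 1090 for the average effect and 247 for the interaction.

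The interaction count was 1038 with the replicate block, 941 with DESeq2, 983 with GC and length trends removed and 1449 with the replicate block and these trends removed together; of the 580 genes, 579, 573, 570 and 578 were among those called. Leaving out 1 library at a time gave 331 to 615 genes (331 without untreated gp1-2 replicate 1, 338 without untreated wild-type replicate 2, 346 without untreated gp1-2 replicate 2, 354 and 350 without treated gp1-2 replicates 1 and 2). Fewer libraries give less power by construction, but each of these fits leaves out 1 library. Lower power alone therefore does not explain their range, nor the 615 genes without untreated wild-type replicate 3. The cause of these changes and of those under the other settings was not tested.

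The replicate numbers met the rule for pairs for genotype without bacteria and not in the other comparisons. Correlations of same-numbered libraries ran from -0.03 to 0.05 for volatiles in wild type, 0.05 to 0.19 for volatiles in gp1-2 and 0.03 to 0.25 for genotype with bacteria. The paired fits with a replicate block gave 7138, 7775, 8542, 10273 and 9975 genes for volatiles in wild type, volatiles in gp1-2, genotype without bacteria, genotype with bacteria and the average effect. Among the named and desaturase genes AAD5 with volatiles in wild type was called with the block (0.21), under upper-quartile normalization (0.26) and under limma-voom (0.22), with adjusted p from 0.0387 to 0.0912 over the 5 alternatives with 12 libraries that were run for single genes.

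In the 10 splits of the 6 libraries of each 2-group comparison, only the real split, 1 of 10, gave as many genes; 10 splits cannot give a share under 0.1. For genotype without bacteria, 4 of the 10 splits part all 3 pairs, and none of those other than the real one gave as many. For the average effect 1 of 100 splits, the real one, gave as many. For the response ratio, 83 of 100 splits gave a value as far from 1. Splits that exchange libraries between genotypes may carry the genotype difference into the responses, so this share does not decide. The alternatives of the ratio ran from 0.851 (genes with an average log2 fold change of at least 1) to 1.099, a fit without untreated gp1-2 replicate 3.

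Under the estimated correlation camera no longer called the photosynthesis list for volatiles in wild type (median 0.0382), volatiles in gp1-2 (-0.42), genotype without bacteria (-1.04) and the interaction (-0.52). The same held for the jasmonate list for volatiles in gp1-2 (0.60) and the interaction (0.64). It held too for the iron list for volatiles in gp1-2 (0.63), genotype without (-1.30) and with bacteria (-2.04) and the interaction (0.18), and for the sulphate interaction (-0.65). Fry did not call the iron (0.18) and sulphate (-0.65) interactions. The estimated correlation makes the test stricter by construction. RLE normalization and the replicate block changed no list call. Apart from AAD5 in wild type, the block changed no call of a named or desaturase gene.

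Leaving out 1 library moved list medians across 0 for volatiles in wild type. The salicylic acid median ran from -0.0949 to 0.0012 (without treated replicate 1) and the jasmonate median from -0.11 to 0.26 (-0.06 and -0.11 without untreated replicates 1 and 2, -0.11 without treated replicate 1). The iron median ran from -0.0183 (without treated replicate 3) to 0.56 (without treated replicate 2, where it was called). The photosynthesis median ran from -0.0256 (without treated replicate 3) to 0.0993, and its call was lost without treated replicate 3 and without untreated replicate 1 (0.0208) or 2 (0.0061). For genotype without bacteria the hypoxia median ran from -0.0643 (without gp1-2 replicate 3) to 0.12, with -0.0217 without wild-type replicate 2. For volatiles in gp1-2 the iron median fell to 0.26 without untreated replicate 3 and kept its call. The iron interaction ran from 0.0711 (without treated wild-type replicate 2) to 0.39. It lost its call in 6 of the 12 fits, the others being those without untreated wild-type replicate 2 (0.23), treated wild-type replicate 1 (0.12), untreated gp1-2 replicates 2 and 3 (0.18 and 0.24) and treated gp1-2 replicate 2 (0.21).

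Among desaturase genes, uncalled changes near 0 changed sign. With volatiles in wild type AAD2 was at -0.0025 under RLE normalization and -0.0156 under DESeq2. Its fits without 1 library ran from -0.40 (without untreated replicate 1) to 0.30, with -0.36 without treated replicate 3. AAD3 ran from -0.18 to 0.0082 (without treated replicate 1), with 0.0053 without untreated replicate 3. With volatiles in gp1-2 AAD2 ran from -0.0825 to 0.19 (-0.0825 and -0.0806 without untreated and treated replicate 2) and FAB2 from -0.17 to 0.0240 (without treated replicate 3). For genotype, AAD4 without bacteria ran from -0.43 to 0.11 (without wild-type replicate 1), with 0.0711 without gp1-2 replicate 1. AAD6 with bacteria ran from -0.20 to 0.0151 (without wild-type replicate 1). For the interaction AAD2 was at -0.0797 under limma-voom and ran from -0.24 (without untreated wild-type replicate 2) to 0.46. It was also negative without untreated wild-type replicate 3 (-0.18), treated wild-type replicate 2 (-0.22), and untreated and treated gp1-2 replicate 2 (-0.0988 and -0.0962). The AAD4 interaction ran from -0.54 to 0.0354 (without treated wild-type replicate 3). The cause of these changes was not tested. For the named and desaturase genes, other settings gave 5 weaker and 3 stronger calls, and fits without 1 library 20 weaker and 2 stronger. The depth of 11158051 counts in the smallest library limits the lower bounds given for defence genes at the floor in untreated wild type. For genes at the floor in wild type with volatiles, the smallest library compared held 15196962 counts.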

Other observations

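The tests on the clock lists and on the early stress-response genes were chosen after the results had been seen. The tests on volatiles against genotype were written down before their outcome was known.

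The 7 evening clock genes were lower with volatiles and called in both genotypes, with medians of -0.87 in wild type and -0.64 in gp1-2. A difference in the time of harvest might produce this, and it would then move morning genes the opposite way. The 5 morning genes had medians of -0.48 in wild type and -0.03 in gp1-2, with 2 and 1 of them called, at 0.194 to 7.31 CPM. Those called were RVE1 in both genotypes (-1.65 and -1.24) and PRR9 in wild type (-1.80). They were lower, like the evening genes and not the opposite way, and the other morning genes did not change detectably. At such low levels the morning genes do not decide, so harvest time and an effect of volatiles on the clock cannot be told apart here.

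Early stress-response transcripts differed among untreated replicates. ERF5 was at 96.7, 25.3 and 10.1 CPM in untreated wild-type replicates 1, 2 and 3, and WRKY40 at 107, 59.1 and 25.8 CPM. Of 16 such genes, 9 were higher in replicate 1 than in replicate 3 in all 4 groups, where independent libraries would give 1. The genes were picked after their values had been seen, so this count does not test the idea. A batch shared by libraries of the same replicate number, such as an order of harvest, could produce the gradient, and the labels record none. With volatiles 13 of the 16 were called lower in wild type and 11 in gp1-2, with medians of -2.50 and -0.76.

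Whether volatiles and genotype act on the same genes was tested with the average effects of each, which are independent contrasts in this balanced design. Across 20736 genes they correlated at Pearson r 0.0878 and Spearman rho 0.0373. Of 100 splits of the treatment labels within genotype, 58 gave a correlation as far from 0, so no relation was detected. With GC and length trends removed r was 0.0896, so those trends do not hide or make it.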
